A study of Mus musculus with 30 samples.

How the data were processed

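RNA was measured in 2 mouse cell lines, NIH/3T3 and CGR8, at 0, 1, 2, 5 and 48 h of cycloheximide at 0.1 µg/mL, in 3 replicates per line and time, which gives 30 libraries in 10 groups. Per the labels' protocols, RNA was purified on columns and the libraries were made with a stranded mRNA ligation kit. The authors deposited raw read counts per gene, 1 column per library, with 57186 gene identifiers. That the values are counts was read from the table itself, in which all entries were whole numbers and the columns summed to different totals. The aligner, the counting tool, its use of strand, the genome build and the annotation release were not stated in the labels or the file header. All 30 columns were used and 0 were left out. Each library was assigned to its line, time and replicate letter from its label.

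Gene symbols were taken from a reference table that pairs Ensembl identifiers with symbols. With the version suffix ignored, 51880 identifiers (90.7%) had a symbol, and with the suffix kept 35 did. The deposited identifiers are therefore from another annotation release than the reference, GENCODE M21 on GRCm38, and no coordinates are given. That reference was used for symbols, for GC content and transcript length, and for which genes overlap.

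Totals ranged from 18.2 to 30.5 M counts (mega-counts) per library (mean 24.2, SD 2.95, n = 30). Counting error falls as the count of a gene rises, so that low-count genes are the least precise. A floor of 3 counts was taken as the limit that a count of 0 allows. Reads were not counted as molecules, so the floor covers counting error only.

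Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each line, 1 model with a coefficient per time point was fitted to its 15 libraries. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled by TMM factors, and each time point was compared with 0 h by the quasi-likelihood F test. P-values were adjusted over all genes tested by the Benjamini-Hochberg method (BH), and a gene was called at an adjusted p under 0.05. A second count required a fitted log2 fold change of at least 1 in size (2-fold). Differences between the lines were tested as interactions in 1 model of all 30 libraries. The log2 fold changes of the lines, and those of 5 h and 48 h, were compared by correlation across genes, which is descriptive because genes are not independent replicates. Because 5 h and 48 h share their 0 h libraries, 20 simulations per line of unchanged groups against the same controls gave the correlation that sharing produces where no gene changes. Levels are given as CPM, computed from the deposited counts with library totals multiplied by the TMM factors of the fit. The levels of the markers of the lines and the filter at 5 CPM use library totals alone. The log2 CPM values used a prior count of 2.

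Lists of genes were fixed before the data were examined, as were the grouping, the tests and most of the alternatives. The 8 lists held proteasome subunits (32 symbols), autophagy and lysosome genes (37), immediate-early genes (40), ATF4 targets (42), snoRNA host genes (13), p53 targets (19), cholesterol synthesis genes (25) and cytosolic ribosomal proteins (77). The chosen test was camera in limma 3.58.1, with a preset correlation between genes of 0.01, in 64 tests adjusted together. The rotation test fry and camera with a correlation estimated from the data were run as alternatives. Regrouping the libraries later showed that camera called many lists in arbitrary groupings, so statements about lists rest on fry, a choice made after those results were seen. Fry asks whether the members of a list shift in common, not whether they shift more than other genes do. At 5 h 51.0% of the genes tested were called in NIH/3T3 and 52.1% in CGR8. A call by fry therefore does not show that a shift is particular to its list. The interactions of the lists were also tested with camera and fry, in 32 tests adjusted together, and these tests were added after the data were seen.

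Genes are named by a fixed rule. For each time point and line these are the 2 genes with the largest rise and the 2 with the largest fall among called genes with a mean of at least 10 CPM in the higher group and no overlap between the 3 libraries of each group. For each interaction they are the genes with the largest difference in each direction, and for each list the member with the largest called change at 5 h. Predicted genes and pseudogenes were passed over. Some results for single genes under this rule are not reported here.

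The alternatives tried were RLE factors or library size alone for scaling, DESeq2 1.42.0, no filter or a mean of at least 5 CPM, a fit of the compared groups alone, the replicate letter as a block, and each library left out in turn. Limma's voom with sample quality weights was added after seeing that some libraries lay far from their replicates. The tests were checked on simulated counts with 200 genes drawn for change by a log2 of 1 or 2. Of those tested, 87.3% were recovered in NIH/3T3 and 78.8% in CGR8, with false calls making up 6.52% and 8.98% of all calls. Among genes of 10 CPM or more the recovered shares were 100% and 97%. In simulated comparisons without change 0 genes were called. The interaction test recovered 85.5% of its changed genes with 9 false calls. Its changed genes were drawn only from those of 10 CPM or more in CGR8, so recovery at lower levels there was not simulated. By camera, a list shifted by a log2 of 0.5 was found in both lines, and 0 of the 7 other lists were called. Simulated genes vary independently, however, which real genes do not, and fry was not run on them.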

Results

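The transcriptomes of 2 mouse lines were profiled by RNA sequencing during inhibition of protein synthesis. NIH/3T3 is a fibroblast line, grown here in serum, and CGR8 is an embryonic stem cell line, grown here in N2B27 medium with 2i and LIF. Both carried a knock-in at ROSA26. Cycloheximide, which blocks translation elongation on ribosomes, was added at 0.1 µg/mL, and RNA was taken at 0, 1, 2, 5 and 48 h from 3 replicates of each line. The 0 h libraries are the untreated controls of their line. There are no untreated libraries at the later times, so effects of handling or of time in culture cannot be told apart from those of cycloheximide. Per group, the mean total ranged from 21.8 ± 2.52 M counts (SD, n = 3) in CGR8 at 1 h to 26.2 ± 1.46 M in CGR8 at 48 h. At least 1 count was recorded for 37017 genes.

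Marker genes separated the lines as labelled. The stem cell markers Pou5f1, Nanog, Zfp42, Esrrb, Dppa5a and Tdgf1 lay at or below 0.383 CPM in each NIH/3T3 library and at or above 376 CPM in each CGR8 library. Col1a1 ranged from 1592 to 5016 CPM in NIH/3T3 and did not exceed 0.737 CPM in CGR8. Of the other fibroblast markers chosen, Col1a2, Col3a1 and Lox also separated the lines. Thy1 and Postn were near absent from NIH/3T3. Thy1 reached 0.0932 CPM in NIH/3T3 against 1.47 to 4.34 CPM in CGR8. Postn ranged from 0.357 to 1.01 CPM in NIH/3T3 and did not exceed 0.0367 CPM in CGR8, so it separated the lines at low levels only. Replicates were not duplicates of one library: the lowest chi-square per degree of freedom between replicates was 1.75, for CGR8 at 1 h, replicates B and C.

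The first question of the design was how many transcripts changed at each time against 0 h. In NIH/3T3, 13941 genes were tested. At 1 h 102 genes were called by edgeR's quasi-likelihood test with BH adjustment, 91 higher and 11 lower, and 26 of them changed at least 2-fold. The count depended on single libraries. It was 475 without the 1 h replicate C, 193 without the 0 h replicate B, 53 without the 0 h replicate C and 52 without the 0 h replicate A. The alternative that moved it most was voom with sample quality weights, which called 2881 genes. At 2 h 4878 genes were called, 2250 higher and 2628 lower, with 418 changed at least 2-fold. Without the 2 h replicate C the count was 3050, and without the 0 h replicate A it was 3078. At 5 h 7112 genes were called, 3339 higher and 3773 lower, and 1337 changed at least 2-fold. At 48 h the 7295 called genes comprised 3728 higher and 3567 lower, and 1728 changed at least 2-fold. The 3 treated libraries lay entirely to one side of the 3 controls for 1994 genes at 1 h (14.3%) and 9321 genes at 5 h (66.9%), where chance gives 10%.

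In CGR8, 15933 genes were tested. At 1 h 43 genes were called, 23 higher and 20 lower, and 17 changed at least 2-fold. Every fit with 1 library left out gave fewer, from 15 without the 1 h replicate C to 26 without the 0 h replicate A. The fits without the 0 h replicates B and C gave 19 and 21, and those without the 1 h replicates A and B gave 20 and 21. The 2-fold count was 7 without the 0 h replicate B and 9 without the 1 h replicate C. Scaled by library size alone, the share of higher genes among those called at 1 h was 68.4% in place of 53.5%, and among those changed at least 2-fold 93.3% in place of 82.4%. At 2 h 3174 genes were called, 1429 higher and 1745 lower, with 443 changed at least 2-fold. That count fell to 1062 without the 2 h replicate C, to 1424 without the 0 h replicate A and to 1690 without the 0 h replicate C, and the 2-fold count was 215 without the 2 h replicate C. At 5 h 8302 genes were called, 3975 higher and 4327 lower, with 2513 changed at least 2-fold. Library size alone shifted the median of all genes at 5 h by -0.10 on the log2 scale and gave 35.1% higher among the 2-fold changes, against 47.6% with TMM. At 48 h 4429 genes were called, 1937 higher and 2492 lower, and 1387 changed at least 2-fold. The treated libraries lay entirely to one side of the controls for 4003 genes at 1 h (25.1%) and 8721 genes at 5 h (54.7%). At 1 h this share was above the 14.3% of NIH/3T3, although fewer genes were called in CGR8.

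**Figure D1:**
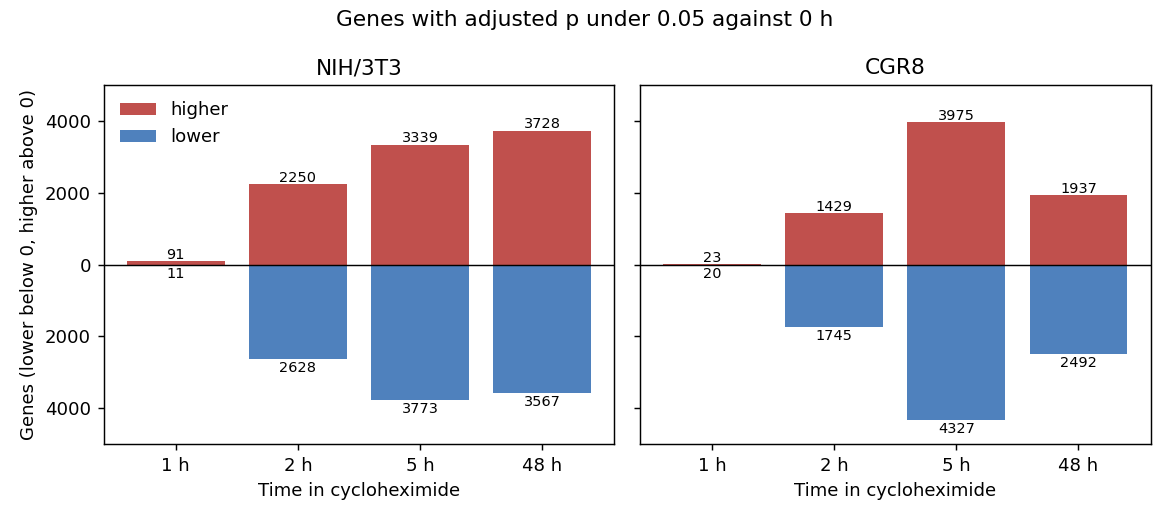
Number of genes with an adjusted p under 0.05 (y axis, genes) against 0 h at each time in cycloheximide (x axis), higher genes drawn upward and lower genes downward, in NIH/3T3 and CGR8. From 102 and 43 genes at 1 h the counts rose to 7112 and 8302 at 5 h.

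Genes with large changes are given with mean CPM ± SD over 3 replicates. Some of the genes named here overlap another annotated gene, so their counts are uncertain where counting ignored strand. These are Edn1, Esrp1, Icam1, Pik3r2, Rps27a, Slc6a9, Txnip, Zfas1 and Zfp296. Zfas1 also overlaps small RNA genes on its own strand. In NIH/3T3 at 1 h Egr1 (ENSMUSG00000038418) rose from 117 ± 8.15 to 582 ± 182 CPM, a log2 fold change of 2.31 (SE 0.17, edgeR BH-adjusted p 5.8e-07), and Egr2 (ENSMUSG00000037868) rose by 2.33. Zfp251 fell by 1.02 and Pik3r2 fell by 0.91. At 2 h the largest rises in NIH/3T3 were those of Atf3 (ENSMUSG00000026628), from 3.20 ± 0.45 to 40.6 ± 12.7 CPM, and of Fosb, with log2 fold changes of 3.65 and 3.54, while Zfp251 fell by 2.26 and Pik3r2 fell by 1.91. In CGR8 Egr1 rose from 1.12 ± 0.10 to 45.6 ± 3.37 CPM at 1 h, a log2 fold change of 5.35 (SE 0.20, edgeR BH-adjusted p 1.2e-10), and was still 4.36 higher at 2 h. Txnip (ENSMUSG00000038393) was 1.83 higher at 1 h and 2.08 higher at 2 h. Ccni fell by 1.08 and Zfp296 fell by 1.03 at 1 h. Chac1 (ENSMUSG00000027313) fell by 3.51 at 2 h, from 11.5 ± 1.59 to 1.02 ± 0.55 CPM, and Zfp296 fell by 2.16.

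In NIH/3T3 at 5 h Txnip reached 208 ± 6.54 CPM from 21.5 ± 2.56, a log2 fold change of 3.27 (SE 0.17, edgeR BH-adjusted p 1.2e-09). Zfas1 (ENSMUSG00000074578) was 2.25 higher with a large standard error of 0.54. Egr1, which had risen at 1 h, was lower at 5 h than at 0 h, with a log2 fold change of -4.31 (SE 0.20) and a level of 5.91 ± 0.67 CPM, and Pdzd2 fell by 2.98. At 48 h Ranbp3l (ENSMUSG00000048424) rose from 0.225 ± 0.067 to 18.4 ± 2.40 CPM, and Ces2e was 3.47 higher. Acsbg1 fell by 5.34. In CGR8 at 5 h the largest rises were those of Bc1 and AA465934, of 2.51 and 2.22. Bc1 ranged from 0.796 to 4.52 CPM at 0 h and from 7.24 to 19.8 CPM at 5 h. Chac1 fell by 4.79 and Slc1a4 fell by 3.26. At 48 h Ror1 and Esrp1 were 2.82 and 2.62 higher, and Ly6a fell by 5.25 while Gpx2 fell by 3.41. Ly6a went from 13.4 ± 3.19 to 0.348 ± 0.178 CPM.

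Lists of genes were examined for a common shift. Camera called 37 of the 64 tests after BH adjustment and fry called 28, of which 24 were also called by camera. Camera with an estimated correlation called 5, which moved the count most. Those 5, all called by fry too, were immediate-early genes in NIH/3T3 at 1 h and 2 h, cholesterol synthesis in NIH/3T3 at 48 h, and p53 targets in NIH/3T3 at 5 h and CGR8 at 48 h. Camera's calls were no rarer in the real grouping than in others: over 72 arbitrary groupings of the same libraries it called 314 of 576 tests (54.5%). The calls by fry are therefore given. Fry called 6 (1.04%) in those groupings, but each of them mixed treated and control libraries. Mixing puts the response to time into the spread within groups, so few calls there do not show that fry makes few false calls. The immediate-early list was higher in NIH/3T3 at 1 h, with a median log2 fold change of 0.97 (fry BH-adjusted p 2.8e-05, 35 of 38 members higher), and at 2 h, with 1.76 (fry BH-adjusted p 8.7e-08, 37 of 38). At 2 h 35 members were called over all genes and 36 when adjusted over the list alone. In CGR8 that list rose by 0.26 at 1 h (fry BH-adjusted p 0.00246, 22 of 33 higher), where 6 members were called over all genes and 13 when adjusted over the list alone, and by 0.15 without replicate C. It was lower in CGR8 at 5 h (-0.42) and 48 h (-0.36) and in NIH/3T3 at 48 h (-0.27), the last dropping to -0.15 without replicate A. The member with the largest called change at 5 h was Egr1 in NIH/3T3 and Atf3 in CGR8, both lower.

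Cholesterol synthesis genes were lower at 5 h and 48 h in both lines. The median was -0.65 and -1.29 in NIH/3T3 (fry BH-adjusted p 2.4e-07 and 8.4e-09) and -0.26 and -0.59 in CGR8 (fry BH-adjusted p 0.000538 and 5e-06). At 48 h 23 of 24 members were lower in NIH/3T3 and 25 of 25 in CGR8, with 23 and 17 called over all genes and 23 and 20 when adjusted over the list alone. ATF4 targets were lower at 5 h and 48 h in NIH/3T3 (-0.54 at both) and CGR8 (-0.68 and -0.80), and at 2 h in CGR8 (-0.25), where the median was -0.43 without replicate A and -0.13 without replicate B. The fry BH-adjusted p-values at 5 h were 6.5e-05 in NIH/3T3 and 0.000185 in CGR8, with 24 and 25 members called over all genes and 25 and 27 when adjusted over the list alone. Trib3 fell by 1.94 in NIH/3T3 and Slc6a9 fell by 4.96 in CGR8, the latter to 0.103 ± 0.053 CPM. The p53 targets were lower in NIH/3T3 at 5 h (-0.52, fry BH-adjusted p 5.4e-08, 14 of 17 members lower) and in CGR8 at 2 h (-0.29), and higher at 48 h in NIH/3T3 (0.34) and CGR8 (0.62, fry BH-adjusted p 8.7e-08, 17 of 18 members higher). Over all genes 13 and 15 members were called in NIH/3T3 at 5 h and CGR8 at 48 h, and as many when adjusted over the list alone. A shift of 0.12 at 1 h in NIH/3T3 passed fry (BH-adjusted p 0.0121). At 5 h Trp53inp1 fell by 1.36 in NIH/3T3 and Zmat3 fell by 1.21 in CGR8. The p53 list in CGR8 at 5 h did not pass fry (median 0.03, BH-adjusted p 0.283), with 9 members higher and 9 lower.

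Ribosomal protein genes, whose counts are uncertain because they share sequence with many pseudogenes, were higher in CGR8 at 5 h, with a median of 0.89 (fry BH-adjusted p 0.00331, 76 of 76 members higher). Of these members, 66 were called over all genes and 66 when adjusted over the list alone. In NIH/3T3 the median was 0.45 at 2 h (fry BH-adjusted p 0.0472) and 0.34 at 5 h, where fry did not pass (BH-adjusted p 0.132). In CGR8 at 2 h it was 0.42 (fry BH-adjusted p 0.102), and 0.25, 0.69 and 0.27 without replicates A, B and C. Proteasome subunits were higher in CGR8 at 5 h (0.69, fry BH-adjusted p 0.00331, 29 of 32 members) and NIH/3T3 at 2 h (0.35, fry BH-adjusted p 0.0371), and lower in NIH/3T3 at 48 h (-0.58, fry BH-adjusted p 0.000608, 32 of 32 members). At 48 h 29 members were called over all genes and 32 when adjusted over the list alone. In NIH/3T3 at 5 h the proteasome median was 0.32, with 29 of 32 members higher, and fry did not pass (BH-adjusted p 0.0776). The largest called changes at 5 h were a rise of Psma7 by 1.04 in CGR8 and a fall of Adrm1 (-0.89) in NIH/3T3, against the direction of most members there. For ribosomal proteins they were rises of Rps27a by 0.85 in NIH/3T3 and Rpl41 by 1.34 in CGR8. Autophagy and lysosome genes passed fry in NIH/3T3 with small medians of -0.02 at 2 h, -0.17 at 5 h and 0.16 at 48 h (fry BH-adjusted p 0.0215, 0.000155 and 0.000349). The median at 2 h was -0.07 without replicate A, -0.03 without replicate B and 0.04 without replicate C. The largest called change at 5 h was Ctsf in NIH/3T3, from 0.114 ± 0.043 to 0.754 ± 0.146 CPM, and Gabarapl2 in CGR8, which rose by 1.28. Both rose against the median of the list, which in CGR8 at 5 h was -0.18 (fry BH-adjusted p 0.0776). The list of snoRNA host genes did not pass fry at any time in either line. At 2 h its median was 0.22 in NIH/3T3, but 0.59 without replicate A. In CGR8 at 2 h it was 0.40, but 0.81 without replicate A and 0.14 without replicate B. In CGR8 at 48 h it was 0.39, but 0.07 without replicate B. At these times the list therefore cannot be said to be unchanged. Its median at 5 h was 0.58 in NIH/3T3 (fry BH-adjusted p 0.102) and 0.75 in CGR8 (fry BH-adjusted p 0.160), with 5 and 4 members called over all genes and as many when adjusted over the list alone. Its member Zfas1 was 2.03 higher in CGR8 at 5 h (edgeR BH-adjusted p 0.0112), a call that was lost without the 5 h replicate A (Zfas1, CGR8, 5 h, edgeR BH-adjusted p 0.0529).

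**Figure D2:**
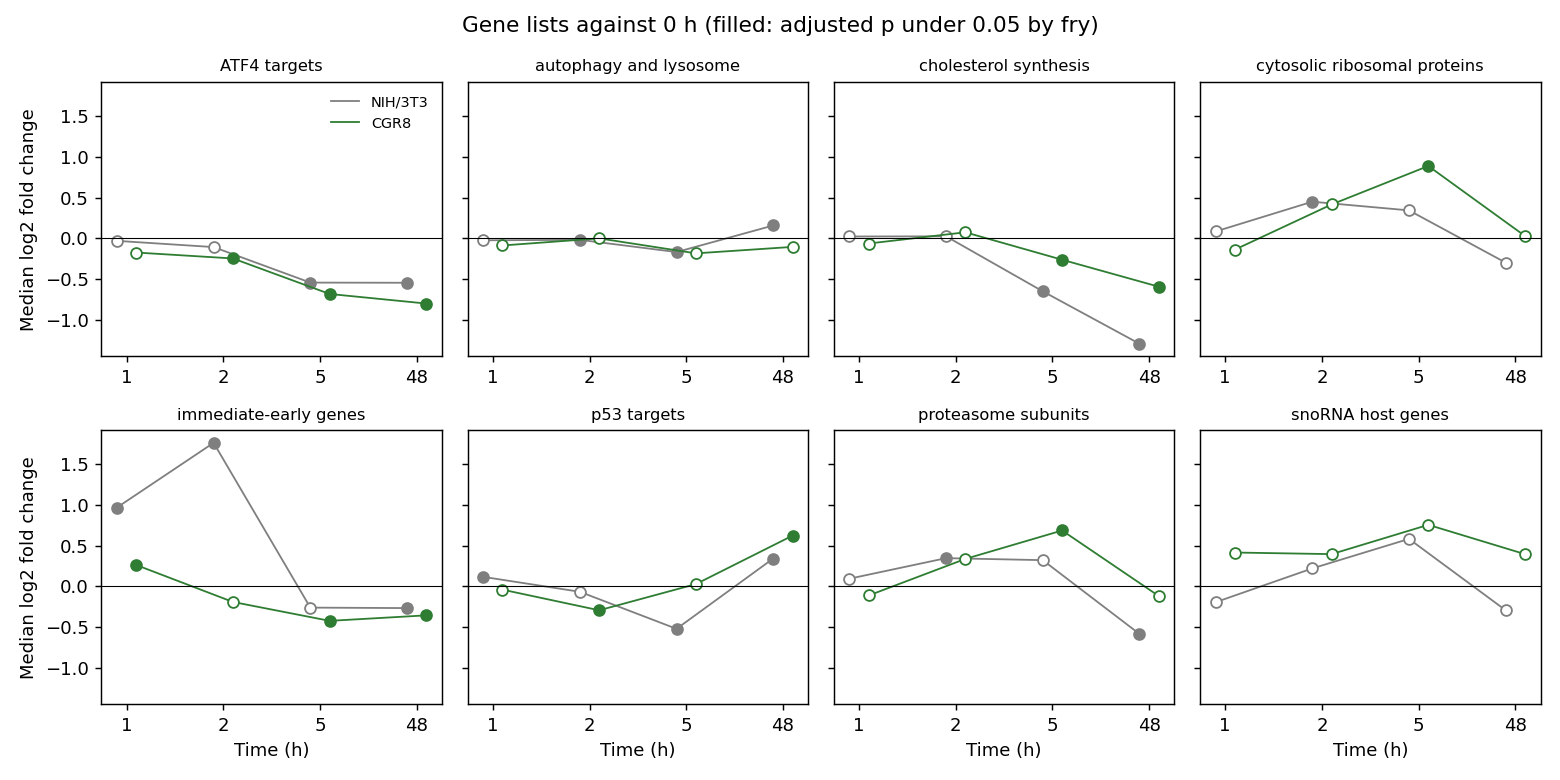
Median log2 fold change against 0 h (y axis) of each of the 8 gene lists at 1, 2, 5 and 48 h (x axis, h) in NIH/3T3 (grey) and CGR8 (green), with filled points for an adjusted p under 0.05 by fry and points of the lines set slightly apart. The immediate-early list peaked at 1.76 in NIH/3T3 at 2 h, and the cholesterol synthesis list reached -1.29 there at 48 h.

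Whether the lines responded alike was asked by correlation and by a test of the difference. Across 12369 genes tested in both lines, which are not independent replicates, Pearson's r of the log2 fold changes was 0.229 at 1 h, 0.566 at 2 h, 0.592 at 5 h and 0.263 at 48 h (Spearman's rho 0.284, 0.661, 0.641 and 0.299). The filter on low counts moved these most, to 0.0936 at 2 h with no filter. At 1 h r was 0.0871 without the NIH/3T3 1 h replicate B. Of the genes called in both lines, 14 of 14 at 1 h, 1775 of 1827 at 2 h, 4079 of 4305 at 5 h and 1486 of 1976 at 48 h changed in the same direction. The interaction test over 17549 genes called 28 genes at 1 h, 355 at 2 h, 2329 at 5 h and 3849 at 48 h by edgeR's quasi-likelihood test with BH adjustment. The alternative that moved these most was voom with sample quality weights, with 259 genes at 1 h and 6373 at 5 h. The change was more positive in CGR8 for 3 of the genes at 1 h, 152 at 2 h, 1435 at 5 h and 1717 at 48 h. At 5 h the direction followed the scaling, with 61.6% more positive in CGR8 under TMM, 45.9% under RLE and 31.5% under library size, which shifted the median of all genes by -0.19 on the log2 scale. It was 28.5% without the CGR8 5 h replicate A and 30.1% without the replicate B. At 2 h the share was 42.8% under TMM and 31.8% under RLE.

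Egr1 had the largest positive difference at 1 h, 3.06 (SE 0.27, edgeR BH-adjusted p 1.5e-07), and Edn1 (ENSMUSG00000021367) the largest negative, -1.77 (SE 0.21, edgeR BH-adjusted p 1.8e-05). Edn1 rose by 2.13 in NIH/3T3 and by 0.34 in CGR8. At 2 h Fosb had the largest negative difference, -4.24 (SE 0.64, edgeR BH-adjusted p 0.000102), with 3 to 10 counts per library in CGR8. The other differences that the rule picked rest on very few counts in 1 of the lines, and no fold is given for them. Zscan18 at 2 h (edgeR BH-adjusted p 0.0160) had at most 4 counts in an NIH/3T3 library, and Icam1 at 5 h (edgeR BH-adjusted p 0.00593) at most 3. Aqp1 at 5 h (edgeR BH-adjusted p 0.0233) had at most 5 counts in CGR8, Atp2a3 at 48 h (3.9e-05) at most 9 in NIH/3T3, and Ranbp3l at 48 h (0.00386) at most 2 in CGR8. The calls of Zscan18, Aqp1 and Ranbp3l were each lost without 1 library. For Zscan18, difference, 2 h, the edgeR BH-adjusted p was 0.0884 without the NIH/3T3 2 h replicate B and 0.0768 without the replicate C. For Aqp1, difference, 5 h, the edgeR BH-adjusted p was 0.126 without the CGR8 0 h replicate B, 0.0567 without the 5 h replicate A and 0.0566 without the 5 h replicate C. For Ranbp3l, difference, 48 h, the edgeR BH-adjusted p was 1.00 without the CGR8 0 h replicate A.

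The last comparison asked whether the changes at 48 h continued those at 5 h. Across genes, r between them was 0.129 in NIH/3T3 and 0.149 in CGR8. Sharing the 0 h libraries by itself raises r, to a mean of 0.489 (0.472 to 0.515) and 0.496 (0.483 to 0.512) over 20 simulations of groups without change, a value that holds only where no gene changes. With no filter on low counts, the alternative that moved r most, it was 0.371 in NIH/3T3 and 0.361 in CGR8. In CGR8 it was 0.0994 without the 5 h replicate C. Of the genes called at both times, 1708 of 3884 in NIH/3T3 (44.0%) and 886 of 2502 in CGR8 (35.4%) changed in opposite directions.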

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

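The tests of low-count genes, of scaling and of line identity in this part, all tests of differences between the lines for gene lists, the reading of each list difference on its own when libraries were left out, and the use of fry in place of camera, were chosen after the results were seen.

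The change against 0 h differed between CGR8 and NIH/3T3 for 28 genes at 1 h, 355 at 2 h, 2329 at 5 h and 3849 at 48 h by edgeR's interaction test with BH adjustment. Depth was not the whole cause, since with every library thinned to the lowest total, 18.2 M counts, the numbers were 27, 293, 2136 and 3503. After trends on GC content and transcript length were removed from each library they were 34, 505, 2743 and 4529. Among genes with a mean of at least 5 CPM over all libraries they were 29, 351, 2077 and 3416, so that low counts in both lines were not the whole cause either. A gene nearly absent from 1 line can pass that filter, so low counts in 1 line stay open as a cause. The lower of the counts under RLE factors and library size was 25, 298, 2055 and 3819. The direction at 5 h was not stable, because the share more positive in CGR8 was 61.6% and became 49.98% with GC and length trends removed. A library of the wrong line is excluded, since the stem cell markers did not exceed 0.383 CPM in NIH/3T3.

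Regrouping the time labels within each line gave a mixed answer. Of 200 possible groupings 50 were drawn, the real one included, and as many genes differed in 1 of 50 at 1 h, 5 of 50 at 2 h, 7 of 50 at 5 h and 1 of 50 at 48 h. At 5 h the other 6 groupings kept the labels of 1 line whole, so that they measure the response of that line. Of the 38 groupings that mixed both lines 0 gave as many. Each of these called 0 genes, as did those that mixed both lines at 48 h. Mixing puts the large response to time into the spread within groups. Such groupings therefore cannot show whether the number of differing genes at 5 h or 48 h exceeds chance. At 2 h 2 of the other groupings kept 1 line whole, but 2 of the 43 that mixed both lines also gave as many, with up to 1760 genes. In all 4 of these groupings the NIH/3T3 2 h replicate A stood with 2 of the NIH/3T3 0 h libraries. The number of differing genes at 2 h is therefore not beyond what arbitrary groupings of these libraries gave. A biological difference between the lines, or between their media, which go together in this design, stays open at every time as untested.

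For 10 of 32 tests of gene lists the change differed between the lines by fry, and camera called 19, among them all 10. The immediate-early list was lower in CGR8 relative to NIH/3T3 by -0.58 at 1 h (fry BH-adjusted p 0.000778, 8 of 38 members more positive in CGR8) and -1.64 at 2 h (fry BH-adjusted p 2.6e-10, 2 of 38). The p53 targets differed by -0.0937 at 1 h, -0.0756 at 2 h, 0.60 at 5 h and 0.28 at 48 h, the first pair of which are small. Cholesterol synthesis genes differed by 0.54 at 5 h and 0.74 at 48 h, proteasome subunits by 0.47 at 48 h and autophagy and lysosome genes by -0.30 at 48 h.

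All 10 list differences passed fry after GC and length trends were removed, and at least 9 did under RLE factors or library size, where the p53 targets at 1 h were lost under library size. With 1 replicate letter left out of every group, 6, 5 and 6 of the 10 passed without A, B and C, and 10 of 10 kept their direction each time. The same 5 passed without each letter, so no single letter decided them. Their largest fry BH-adjusted p-values were 3.4e-05 for the immediate-early list at 2 h, 3.2e-05 and 0.00733 for the p53 targets at 5 h and 48 h, and 0.0172 and 0.00182 for cholesterol synthesis at 5 h and 48 h. The other 5 lost their call without at least 1 letter, with largest fry BH-adjusted p-values of 0.122 for the immediate-early list at 1 h, 0.389 and 0.103 for the p53 targets at 1 h and 2 h, 0.108 for proteasome subunits at 48 h and 0.294 for autophagy and lysosome genes at 48 h. The immediate-early median at 1 h was -0.885 without C, and the autophagy median at 48 h was -0.193 without B. With fewer libraries calls are also lost to the size of the groups, so for these 5 that loss and dependence on a library cannot be told apart. As many lists passed fry in 2 of 50 groupings at 1 h, 9 at 2 h, 13 at 5 h and 2 at 48 h. At 5 h 11 of the others kept the labels of 1 line whole, and 1 of the 38 that mixed both lines gave as many. At 2 h 4 kept 1 line whole and 4 of the 43 that mixed both gave as many, so that the number of lists at 2 h was not rare. The immediate-early difference at 2 h did not come from members at low counts, because among 22 members with at least 5 CPM in both lines the median was -1.45 and 20 were lower.

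Single genes with a difference between the lines were Egr1 at 1 h (3.06), Edn1 at 1 h (-1.77) and Fosb at 2 h (-4.24), the last with 3 to 10 counts per CGR8 library. For Zscan18 at 2 h (edgeR BH-adjusted p 0.0160), Icam1 at 5 h (0.00593), Aqp1 at 5 h (0.0233), Atp2a3 at 48 h (3.9e-05) and Ranbp3l at 48 h (0.00386), 1 line had at most 9 counts per library. For Zscan18 and Aqp1 the difference is a loss of those few counts in the line that barely expressed the gene. Icam1 and Atp2a3 lost theirs in NIH/3T3 too, but they also rose in CGR8, by 0.987 (edgeR BH-adjusted p 1.0e-06) and 0.438 (edgeR BH-adjusted p 0.0216). No further test was made of these genes, and no biological explanation of them was tested.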

How the results depend on the processing

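Voom with sample quality weights was the one alternative chosen after the data were seen, because some libraries lay far from their replicates, and the others were planned.

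The counts at 1 h depended on the test and the filter. NIH/3T3 at 1 h gave 102 genes, but 265 with DESeq2, 272 with no filter, 27 with the compared groups alone in the fit and 2881 with voom. CGR8 at 1 h gave 43, but 132, 202, 65 and 1044. The 2-fold count in CGR8 at 1 h was 17, but 30 with DESeq2, 57 with no filter, 6 among genes of at least 5 CPM and 122 with voom, and in NIH/3T3 at 1 h it was 26, but 152 with voom. Using only the 6 libraries compared lowered CGR8 at 2 h from 3174 to 965 genes and its 2-fold count from 443 to 222. Voom raised NIH/3T3 at 2 h from 4878 to 7827 and CGR8 at 48 h from 4429 to 7063. Voom gave the NIH/3T3 1 h replicate C a weight of 0.0769 and the 2 h replicate A 0.130. On simulated libraries of equal quality it kept false calls at 6.04% of calls in NIH/3T3 and 7.83% in CGR8, which does not test libraries of unequal quality.

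A mean of at least 5 CPM lowered 2-fold counts because fewer genes were tested: 178, 622 and 694 in NIH/3T3 at 2, 5 and 48 h, from 418, 1337 and 1728, and 102, 1084 and 388 in CGR8, from 443, 2513 and 1387. Interactions at 1 h numbered 28, but 44 with no filter, 15 with the compared groups alone and 259 with voom. Those at 2 h numbered 355, but 182 with the compared groups alone and 709 with voom. At 5 h and 48 h voom gave 6373 in place of 2329 and 7622 in place of 3849. Except where fewer genes or libraries entered, the cause was not tested.

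Correlations moved with the filter. Between lines r at 1, 2, 5 and 48 h was 0.485, 0.740, 0.691 and 0.367 among genes of at least 5 CPM, and at 2, 5 and 48 h it was 0.0936, 0.163 and 0.0844 with no filter. Between 5 h and 48 h it was 0.371 in NIH/3T3 and 0.361 in CGR8 with no filter. Of 64 list tests camera called 37, and 5 with an estimated correlation.

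Leaving out 1 library at a time moved the number of changed genes in NIH/3T3 from 52 to 475 at 1 h, 3050 to 5599 at 2 h, 5932 to 6569 at 5 h and 6274 to 6717 at 48 h. In CGR8 it moved from 15 to 26, 1062 to 3924, 7128 to 8273 and 3159 to 3764. The highest count at 1 h in NIH/3T3 came without the 1 h replicate C and the lowest without the 0 h replicate A. In CGR8 at 2 h the lowest came without the 2 h replicate C. The 2-fold counts ranged from 21 to 38, 353 to 528, 1232 to 1487 and 1662 to 1842 in NIH/3T3, and from 7 to 14, 215 to 645, 2153 to 3060 and 1207 to 1437 in CGR8. Interactions ranged from 22 to 37, 242 to 431, 1601 to 3237 and 3136 to 3798. Between lines r ranged from 0.0871 to 0.330, 0.490 to 0.595, 0.534 to 0.607 and 0.211 to 0.285, and between 5 h and 48 h from 0.115 to 0.186 in NIH/3T3, highest without the 0 h replicate B, and 0.0994 to 0.204 in CGR8. With 1 replicate letter left out of every group, lists called by camera ranged from 34 to 45. The snoRNA host list in NIH/3T3 at 1 h, which fry did not call, was -0.19, and -0.332 without replicate B but 0.0947 without replicate C.

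All 54 values of named genes kept direction and side of the threshold with RLE factors, library size, DESeq2, no filter and voom, and 1 was weaker with the compared groups alone. In the leave-out fits 365 of 372 gene values were the same and 7 weaker. List values were labelled by camera's calls in every setting but fry, so these labels do not show how stable the calls by fry are. Of the 64 list values, 61 were the same under RLE factors and 61 under library size, and 47 were the same under fry, with 13 weaker and 4 stronger. Among genes of at least 5 CPM 10 were weaker and 1 stronger, with no filter 8 were stronger, and with an estimated correlation 32 were weaker. Without 1 replicate letter 164 of 192 list values were the same, 9 weaker, 18 stronger and 1 labelled reversed, the snoRNA host list above. Among the 18, the ribosomal protein and proteasome lists in NIH/3T3 at 1 h also changed sign without replicate C. Their medians went from 0.084 to -0.161 and from 0.094 to -0.098, so a stronger value did not always keep its direction.

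Replicate letters did not pair the libraries. The correlation of deviations between same-letter libraries had a median of 0.0182 in NIH/3T3 and 0.0226 in CGR8, and 3 of 30 and 9 of 30 pairs exceeded 0.1. With the letter as a block the counts of changed genes were 114, 4982, 7169 and 7308 in NIH/3T3 and 37, 2929, 8273 and 4400 in CGR8. Interactions numbered 25, 329, 2342 and 3840, and no list call by camera changed.

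Depth limits the low-count genes most: in simulated data 76.5% of genes changed by a log2 of 1 were recovered in NIH/3T3 and 66.7% in CGR8 when drawn from all genes, against 100% and 94% when drawn from genes of 10 CPM or more.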

Other observations

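The tests of exchanged labels, of RNA from the other line, of the most abundant genes and of an opposite response in this part, the use of all groups of a line for the spread of GC slopes, and the libraries taken as a reference for the singled-out ones, were chosen after the results were seen, and so were the libraries singled out and the hypothesis about nuclear transcripts.

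The 6 libraries of each comparison can be grouped in 10 ways, so that the smallest share is 0.1 and no comparison of 3 against 3 can be shown to be rarer than that. As many changed genes were found in 1 of 10 groupings in every comparison except NIH/3T3 at 1 h, where 2 of 10 did. There, 582 genes were called when the 0 h replicates A and C and the 1 h replicate C stood against the rest. For 2-fold changes it was 1 of 10 in all 8 comparisons. As many lists passed camera in 10, 10, 4 and 4 of 10 groupings in NIH/3T3 at 1, 2, 5 and 48 h, and in 3, 7, 2 and 10 in CGR8. By fry it was 1 of 10 in each but CGR8 at 2 h, with 2.

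Single libraries lay apart from their replicates. The NIH/3T3 1 h replicate C, the NIH/3T3 2 h replicate A, the CGR8 0 h replicate B and the CGR8 2 h replicate A had low levels of the nuclear transcript Malat1, at 7.47, 4.01, 15.3 and 8.68 CPM. The level of Malat1 alone does not set the CGR8 0 h replicate B apart, as it was 14.9 CPM in the CGR8 5 h replicate B and 16.5 CPM in the replicate A. They were noticed by such transcripts, and a list of 18 transcripts with detained introns, which stay in the nucleus, was then written without looking at its values. Its median deviation from the other replicates was -0.59, -0.68, -0.61 and -0.54 in these libraries. The next lowest was -0.36, in the CGR8 5 h replicate B, so 0 of the 18 libraries of the 6 groups that hold none of the 4 lay as low, and 0 of 10000 random lists did. A candidate explanation is that these RNA preparations held less nuclear RNA. As the libraries were picked by related transcripts of the same data, this is a hypothesis only, and partial degradation of RNA was not tested.

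Other technical explanations fared as follows. If the NIH/3T3 1 h replicate C and 2 h replicate A had been exchanged, the former would lie near 1 and the latter near 0 on the axis of immediate-early genes from 1 h (0) to 2 h (1), but they lay at -0.46 and 0.83. After thinning to equal totals the deviation closest to 0 was still -0.54. Markers of the other line reached at most 0.0258% of their level there, and the 10 most abundant genes took at most 0.890 percentage points more than in the replicates. The Spearman correlations between these deviations ranged from 0.217 to 0.790, and from 0.284 to 0.745 after GC and length trends were removed. After the same removal 135 pairs of libraries from different groups that hold none of the 4 ranged from -0.523 to 0.566 (median 0.0109). Above that range lay the NIH/3T3 1 h replicate C with the CGR8 0 h replicate B (0.678) and the CGR8 0 h replicate B with the CGR8 2 h replicate A (0.745). The NIH/3T3 2 h replicate A with the CGR8 2 h replicate A (0.570) lay just above it. For these pairs, which hold each of the 4 libraries, GC or length as the whole cause is argued against. The other pairs, at 0.284, 0.475 and 0.530, lay within the range. For them a shared bias of GC or length and another shared cause cannot be told apart.

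Ribosomal protein genes were higher at 5 h in CGR8 by fry, and in NIH/3T3 they did not pass. That the same component of library quality produced the rise is argued against, because with the level of the detained-intron list as a covariate the median was 0.42 in NIH/3T3 and 1.01 in CGR8, against 0.34 and 0.89 without (jackknife SE 0.0664 and 0.275). After GC and length trends were removed it was 0.30 and 0.64. Reads shared with pseudogenes stay open, as does a biological response to the inhibitor, which was not tested apart from it.

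Log2 fold changes at 5 h fell with GC content, with a Spearman's rho across genes of -0.416 in NIH/3T3 and -0.245 in CGR8. In NIH/3T3 the slopes of the 3 libraries at 5 h lay apart from those at 0 h by 0.241 (log2 per 10 percentage points of GC), less than the range within the 2 h group, 0.363. In CGR8 the slopes overlapped (-0.0423, with a range of 0.426 within the 5 h group). In both lines GC bias that varies from library to library and an effect of the treatment therefore cannot be told apart. With the trends removed 6863 genes were called in NIH/3T3 and 8134 in CGR8 at 5 h.

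The changes at 5 h and 48 h were weakly correlated. An opposite response over all genes is argued against in NIH/3T3, because with separate 0 h libraries for each time, over 6 arrangements, r had a median of 0.0892 (0.0496 to 0.136), above 0 throughout. In CGR8 the median was 0.0890 (-0.0351 to 0.153), so a weak opposite response cannot be told apart from none, because the range includes 0.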
